A study of Mus musculus with 3 samples. Its data were reported in "Large-scale integration of single-cell transcriptomic data captures transitional progenitor states in mouse skeletal muscle regeneration" (2021).

How the data were processed

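Values per spot were read for each of 3 sections of mouse tibialis anterior, collected at 2, 5 and 7 dpi with notexin (1 section per time point, from mice aged 5 months). The sections were assigned to time points from the treatment given in the sample labels. Per the study's methods, the authors prepared Visium libraries, in which barcoded spots on a slide capture polyadenylated RNA from the section above, aligned the reads to the mouse genome (mm10) with spaceranger, and chose the spots over tissue by hand in Loupe Browser.

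The authors deposited total UMI counts per spot, which are whole numbers with no normalization, and the number of genes per spot. The deposited percent values give the mitochondrial, hemoglobin and ribosomal protein genes as a percent of the spot's UMIs. Each was multiplied by the UMI count and was a whole number to within 1e-06 in 100% of spots, so the UMIs behind each percent were recovered. The deposited theta values are fractions from 0 to 1 that sum to 1 over the 27 cell types of a spot. The authors obtained these fractions with BayesPrism, which treats each spot as a bulk sample and estimates the part of its transcripts that came from each cell type of a single-cell reference, here a compendium of mouse muscle data with myogenic cells divided into 4 stages. The reference used marker genes without mitochondrial and ribosomal protein genes, and the authors kept the final estimates. The reference described in the methods holds fewer cell types than the 27 of the table, so the table may come from another version of it, and M1 macrophages and stem-like endothelial cells are among the types listed here. A fraction of transcripts is not a fraction of cells, because a myonucleus and an immune cell may differ in RNA content. The deposited image alignments mark which of 4992 array positions lay on tissue, and were used to count those positions. They carry no barcodes. The gene-level matrix was not analysed here, so no gene is named and no deconvolution was rerun. It was also not possible to thin spots to equal depth.

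No UMI or gene minimum of the spot table is stated. The lowest values in the table were 1003, 1088 and 1059 UMIs and 512, 502 and 504 genes at 2, 5 and 7 dpi. No further filter on spots was applied for the main values, and the planned minimum of 1000 UMIs removed none.

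The following were computed for each section. The mean theta of a cell type was taken over all spots with equal weight. A type was called present in a spot at a theta of at least 0.01. For co-occurrence, types in a spot were ordered by theta, at most 10 were counted, and none under 0.01, which is the rule of the study's methods. The share of spots with both types was given with an exact Clopper-Pearson interval at 95%. The expected number of shared spots was the product of the spot counts of the 2 types over the number of spots. Spearman's rho was computed over spots between a myogenic type and a partner type. No test between time points was made, since each had 1 section, and no standard error was derived from spots. The intervals of shares cover the counting of spots only and not the spread between animals. The co-occurrence code was tested on simulated data, in 100 sections of 900 spots each. It gave a mean observed over expected ratio of 0.994 for an independent pair, against a true value of 1, and 1.67 for a planted pair, against a true value of 1.67. In the simulated sections the limit of 10 types never acted, presence did not depend on depth, and no pair came near the upper bound of the ratio. The simulation therefore checked the counting only.

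The types given with values were fixed before the data were examined. They were quiescent MuSCs, activated MuSCs, committed myoblasts, fusing myocytes, type IIb and IIx myonuclei, pro-remodeling FAPs, patrolling monocytes, both M2 macrophage subsets and capillary endothelial cells, together with any other type whose mean theta reached 0.01 in a section and differed at least 3-fold between sections. The last part added 1 type, M1 macrophages. The pairs were 4 myogenic types with 6 partners, which made 24.

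Alternatives chosen before the data were examined were the mean in place of the median for depth, the median or the UMI-weighted mean of theta, theta rescaled without myonuclei, a minimum theta of 0.02 or 0.05, at most 5 types or no limit on types, a minimum of 1000 UMIs, expected counts formed within 5 groups of spots by UMI count, Pearson's r, and the partial rank correlation given the UMI count. Chosen after seeing the data were spots with at least 3000 UMIs, spots with 5000 to 10000 UMIs (305, 255 and 163 spots at 2, 5 and 7 dpi), pooled related types, the limit of 10 types for the share of spots, and the shuffled level for rescaled correlations (100 shuffles). An alternative was taken to leave a ratio of mean thetas unmoved within a factor of 1.25, a rank correlation within a difference of 0.1, and a ratio of shares or of observed to expected spots within the limits that the intervals of its shares allow. An observed over expected ratio was formed only where at least 5 shared spots were expected. No ratio was formed where 3 spots or fewer held the type or pair in either section. The analysis used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.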

Results

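Spatial RNA sequencing was performed on 3 sections of mouse tibialis anterior muscle, 1 each at 2, 5 and 7 days post injury (dpi) with notexin. Notexin is a snake venom phospholipase that destroys myofibers and leaves muscle stem cells (MuSCs) to rebuild them. The mice were 5 months old. Each section lay on an array of 4992 barcoded spots, and each spot pools the transcripts of a small region that may hold several cells or part of a cell. The values per spot were the number of unique molecular identifiers (UMIs), the number of genes, the percentages of mitochondrial, hemoglobin and ribosomal protein transcripts, and 27 theta values. A theta value is the fraction of a spot's transcripts that the authors' BayesPrism deconvolution assigned to a cell type of their single-cell reference, and is an estimate. There was 1 section per time point, so no difference between time points could be tested against the spread between animals and no p-value is given. Spots of a section are not replicates. Intervals are exact Clopper-Pearson 95% intervals over spots and cover counting error only. The 3 sections were on 1 slide, each in its own capture area, so the capture area, the animal and the time point cannot be told apart.

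The first question was whether the sections were of similar depth. The spot tables held 859 spots at 2 dpi, 933 at 5 dpi and 966 at 7 dpi. Their total was 5710385 UMIs at 2 dpi, 10803761 at 5 dpi and 14734531 at 7 dpi. The median spot had 5786 UMIs and 1738 genes at 2 dpi, 11221 UMIs and 2374 genes at 5 dpi, and 15135 UMIs and 2990.5 genes at 7 dpi. The median depth at 7 dpi was therefore 2.62 times that at 2 dpi, or 2.29 times when means were taken in place of medians. The shallowest spots had 1003, 1088 and 1059 UMIs at 2, 5 and 7 dpi. The median mitochondrial percentage was 29.0% at 2 dpi, 23.7% at 5 dpi and 16.9% at 7 dpi. The alignment of the tissue images marked 982 spots on the tissue at 2 dpi, of which 859 were in the spot table if the table held marked spots only, a share of 87.5% (85.2 to 89.5%). The corresponding counts were 933 of 1011 at 5 dpi, or 92.3% (90.5 to 93.9%), and 966 of 995 at 7 dpi, or 97.1% (95.8 to 98.0%). The alignment gives positions without barcodes and the spot table gives barcodes without positions, so no map of theta and no spatial autocorrelation were computed.

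The lowest theta of a spot followed its depth. Spearman's rho between the UMI count of a spot and its lowest theta was -0.82 at 2 dpi, -0.75 at 5 dpi and -0.76 at 7 dpi. The median spot had 7 cell types with a theta of at least 0.01 at 2 dpi, 5 at 5 dpi and 6 at 7 dpi. Small theta values and shares of spots above a low minimum are for this reason not on the same footing in the 3 sections, and values restricted to spots with 5000 to 10000 UMIs are given beside some of them.

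The next question was how the inferred abundance of myogenic, stromal and immune cell types changed over the injury response. The mean theta of fusing myocytes, the last progenitor stage before the myofiber, was 0.0299 at 2 dpi, 0.115 at 5 dpi and 0.122 at 7 dpi. This was a 4.06-fold higher mean at 7 dpi than at 2 dpi. Pro-remodeling fibro-adipogenic progenitors (FAPs), a stromal population, rose from a mean theta of 0.0133 at 2 dpi to 0.0330 at 5 dpi and 0.0539 at 7 dpi, a 4.05-fold difference between the first and last sections. Patrolling monocytes had a mean theta of 0.0780 at 2 dpi, 0.00586 at 5 dpi and 0.00635 at 7 dpi, so the mean at 2 dpi was 12.3 times that at 7 dpi. Among the alternatives, the median over spots moved this family of values most. It gave patrolling monocytes a 7 dpi over 2 dpi ratio of 0.459 in place of 0.0814, because the mean at 2 dpi was carried by spots with a high theta (quartiles 0.00244 and 0.121, median 0.00857).

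The 2 subsets of M2 macrophages, named for high or low Cx3cr1 expression, moved apart. The Cx3cr1-hi subset had a mean theta of 0.0105 at 2 dpi, 0.0145 at 5 dpi and 0.0180 at 7 dpi. The Cx3cr1-lo subset had a mean theta of 0.0139 at 2 dpi, 0.00590 at 5 dpi and 0.00823 at 7 dpi. With both subsets pooled the mean was 0.0243, 0.0204 and 0.0263, a 7 dpi over 2 dpi ratio of 1.08. The higher mean of the Cx3cr1-hi subset at 5 dpi than at 2 dpi, a ratio of 1.39, fell to 0.956 in spots with 5000 to 10000 UMIs and to 0.534 for the median. M1 macrophages, which entered by the rule on size, had a mean theta of 0.0151 at 2 dpi, 0.00432 at 5 dpi and 0.00453 at 7 dpi.

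Type IIb myonuclei held the largest part of the transcripts in every section, with a mean theta of 0.625 at 2 dpi, 0.603 at 5 dpi and 0.572 at 7 dpi. Type IIx myonuclei had means of 0.0538, 0.115 and 0.0903. Their 7 dpi over 2 dpi ratio of 1.68 became 2.85 for the median over spots and 1.30 when weighted by UMI count. In spots with 5000 to 10000 UMIs the order of 2 and 5 dpi changed for type IIb (0.661 and 0.668) and that of 5 and 7 dpi for type IIx (0.0785 and 0.0860). The earlier myogenic types had low means throughout. Quiescent MuSCs had 0.00825, 0.00439 and 0.00467 at 2, 5 and 7 dpi, activated MuSCs had 0.0121, 0.00698 and 0.00714, and committed myoblasts had 0.0107, 0.00807 and 0.00936. Capillary endothelial cells had 0.00682, 0.00467 and 0.00480. Of the 27 types, 20 had a lower mean at 7 dpi than at 2 dpi and 7 a higher one. The order of committed myoblasts changed when theta was rescaled without myonuclei, to a 7 dpi over 2 dpi ratio of 1.16 in place of 0.872.

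**Figure D1:**
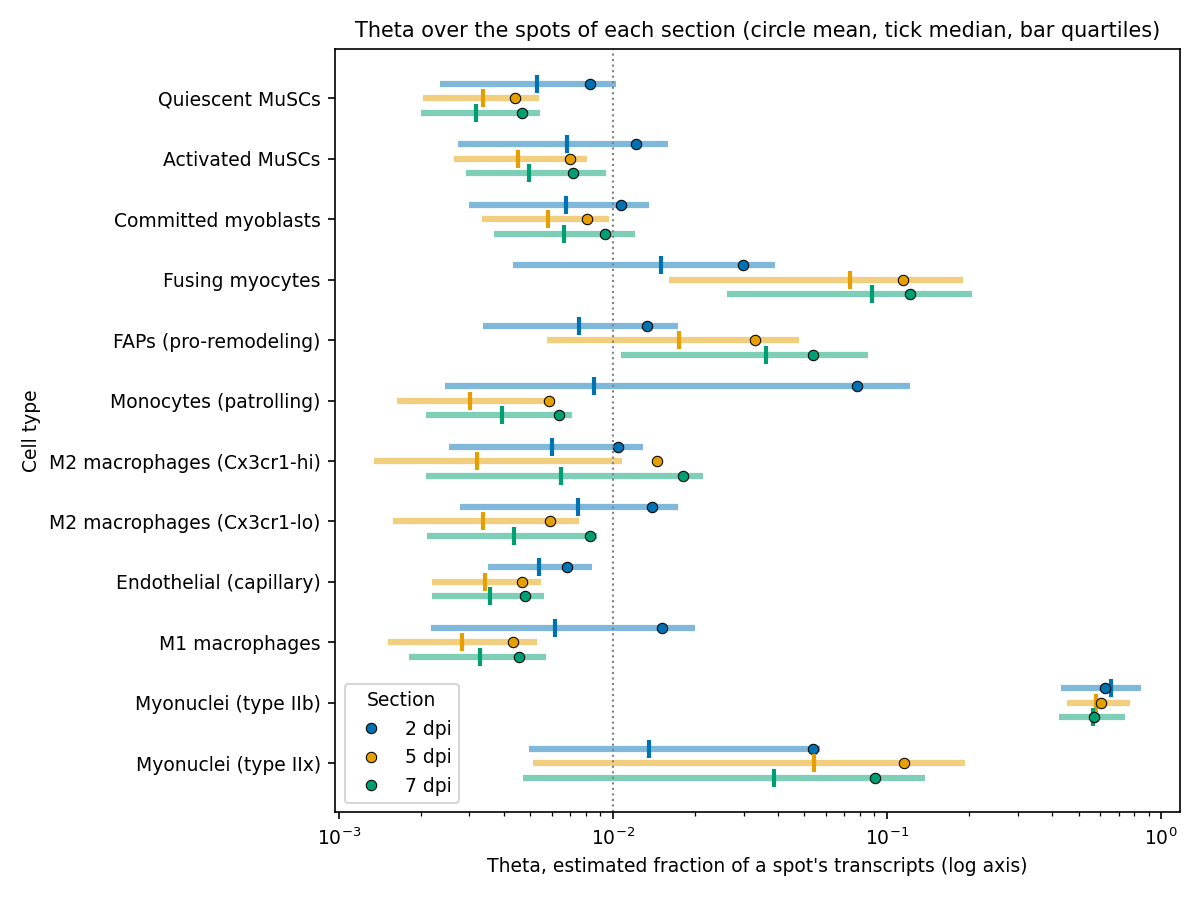
Theta (the estimated fraction of a spot's transcripts, log axis) of 12 cell types in the sections at 2, 5 and 7 dpi, with a circle for the mean over spots, a tick for the median, a bar from the lower to the upper quartile, and a dotted line at 0.01. Fusing myocytes and pro-remodeling FAPs lie further right at 5 and 7 dpi than at 2 dpi, and the mean of patrolling monocytes falls from 0.0780 to 0.00635.

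Counting spots in place of averaging gave the following shares with a theta of at least 0.01. Fusing myocytes were present in 58.6% of spots (55.2 to 61.9%) at 2 dpi, 81.0% (78.4 to 83.5%) at 5 dpi and 87.6% (85.3 to 89.6%) at 7 dpi. Pro-remodeling FAPs were present in 41.0% (37.7 to 44.4%), 62.1% (58.9 to 65.2%) and 76.5% (73.7 to 79.1%). Patrolling monocytes were present in 48.1% (44.7 to 51.5%), 12.6% (10.6 to 15.0%) and 16.1% (13.9 to 18.6%). A minimum of 0.05 moved these shares most, and the 7 dpi over 2 dpi ratio for patrolling monocytes became 0.0207 in place of 0.336. Cx3cr1-lo M2 macrophages were present in 41.4% (38.1 to 44.8%), 18.0% (15.6 to 20.6%) and 21.5% (18.98 to 24.3%). The share with Cx3cr1-hi M2 macrophages was 34.2% (31.1 to 37.5%) at 2 dpi, 26.2% (23.4 to 29.1%) at 5 dpi and 40.8% (37.7 to 44.0%) at 7 dpi. Its lower value at 5 dpi than at 2 dpi, a ratio of 0.764, went against the mean and turned to 1.52 with a minimum of 0.02, so no order between these sections is read from it. Activated MuSCs were present in 40.2% of spots (36.9 to 43.5%) at 2 dpi and 22.7% (20.1 to 25.4%) at 7 dpi, but the ratio of 0.564 turned to 1.34 in spots with 5000 to 10000 UMIs. Committed myoblasts were present in 36.2% (33.0 to 39.5%) at 2 dpi and 32.1% (29.2 to 35.1%) at 7 dpi, and this ratio of 0.886 turned to 1.20 in the same spots. For activated MuSCs the other settings kept the order. Their ratio was 0.265 with a minimum of 0.02, 0.648 with at least 3000 UMIs and 0.631 with the limit of 10 types. For committed myoblasts it was 0.724 with a minimum of 0.02 and 0.318 with 0.05. It also turned for committed myoblasts, to 1.09 with at least 3000 UMIs and 1.24 with the limit of 10 types. Because the settings disagreed, no order over time is read from the shares of activated MuSCs and committed myoblasts.

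Co-occurrence within spots was then enumerated to ask which cell types neighbor myogenic cells at each time point. By the rule of the study's methods, up to 10 types with the highest theta were counted in a spot, and none with a theta under 0.01. Under this rule fusing myocytes were counted in 457 spots at 2 dpi, 756 at 5 dpi and 844 at 7 dpi. Type IIb myonuclei were counted in every spot, so fusing myocytes occurred with them in each of those spots, or in 53.2% (49.8 to 56.6%), 81.0% (78.4 to 83.5%) and 87.4% (85.1 to 89.4%) of each section.

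Fusing myocytes and pro-remodeling FAPs shared 195 spots at 2 dpi, 551 at 5 dpi and 698 at 7 dpi. These were 22.7% (19.9 to 25.7%), 59.1% (55.8 to 62.2%) and 72.3% (69.3 to 75.1%) of spots. The ratio of 3.18 between the last and first sections moved most with a minimum of 0.05, to 24.2. Fusing myocytes and patrolling monocytes shared 323, 102 and 133 spots, or 37.6% (34.4 to 40.9%), 10.9% (9.002 to 13.1%) and 13.8% (11.7 to 16.1%). Of the spots with fusing myocytes, 70.7% (66.3 to 74.8%) also held patrolling monocytes at 2 dpi and 15.8% (13.4 to 18.4%) at 7 dpi. The share with both fusing myocytes and Cx3cr1-hi M2 macrophages was 17.3% (14.9 to 20.05%) at 2 dpi, 25.3% (22.5 to 28.2%) at 5 dpi and 39.2% (36.1 to 42.4%) at 7 dpi. Without the limit of 10 types the 5 dpi over 2 dpi ratio of 1.46 turned to 0.835.

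For Cx3cr1-lo M2 macrophages the shared spots were 26.2% (23.3 to 29.3%) at 2 dpi, 16.2% (13.9 to 18.7%) at 5 dpi and 19.98% (17.5 to 22.6%) at 7 dpi. The direction of this comparison depended on the counting rule. The 7 dpi over 2 dpi ratio was 0.936 in spots with 5000 to 10000 UMIs and 0.956 in spots with at least 3000 UMIs. Both counted as unmoved from the ratio over all spots by the intervals of the shares. Over all spots the ratio was 0.763 under the rule above, 0.614 with a minimum of 0.02 and 0.576 without the limit of 10 types. It was 1.33 when at most 5 types were counted in a spot and 2.67 with a minimum of 0.05. The pair was rare at that minimum (0.582% of spots at 2 dpi and 1.55% at 7 dpi). The share was lower at 5 dpi than at 2 dpi in every setting where that ratio was formed (0.334 to 0.728). Fusing myocytes and capillary endothelial cells shared 47, 49 and 46 spots, or 5.47% (4.05 to 7.21%), 5.25% (3.91 to 6.88%) and 4.76% (3.51 to 6.30%). These did not differ beyond counting error under the rule above, but without the limit of 10 types the shares were 13.6% at 2 dpi and 5.28% at 7 dpi, and with a minimum of 0.02 the 7 dpi over 2 dpi ratio was 0.415 in place of 0.870.

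**Figure D2:**
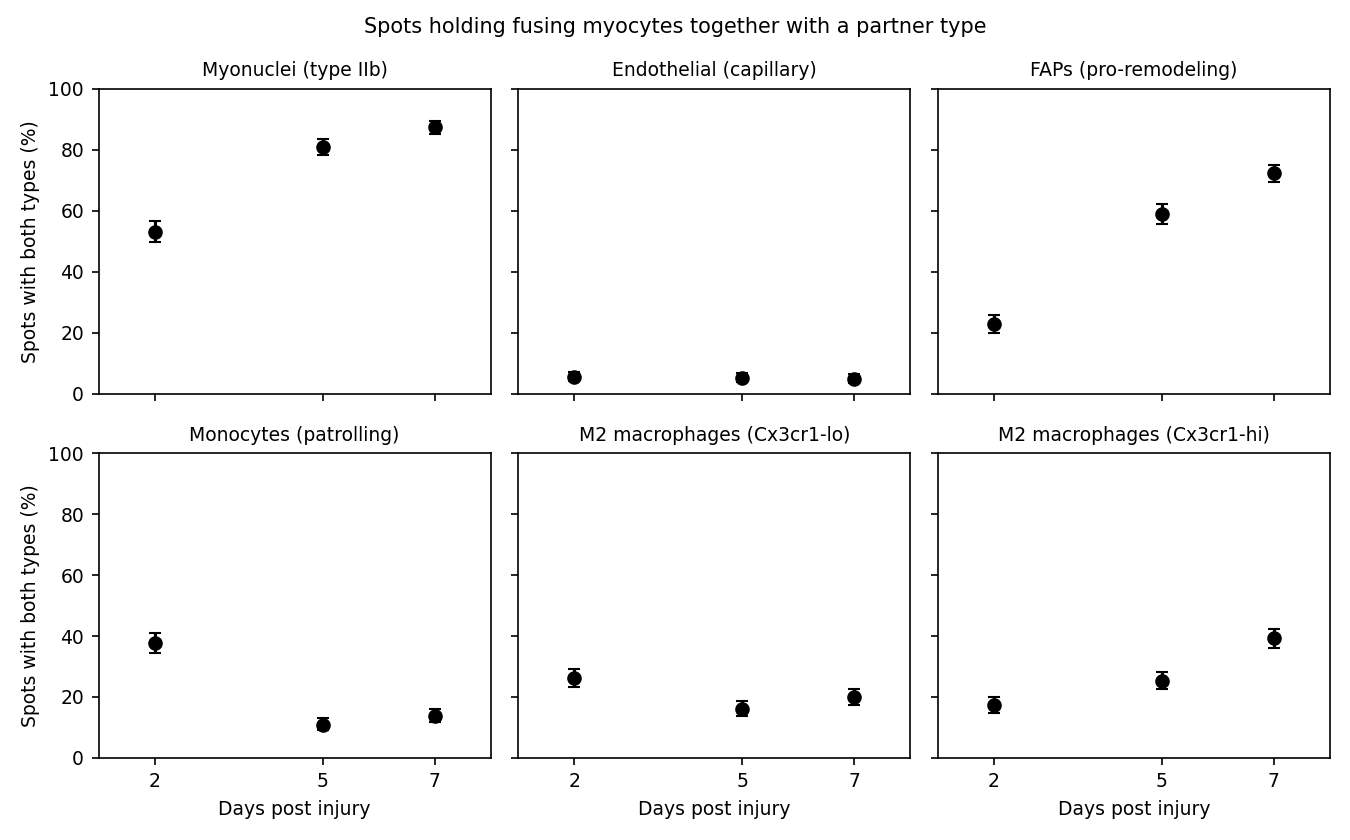
Percentage of spots (linear axis from 0) that held both fusing myocytes and each of 6 partner types in the sections at 2, 5 and 7 dpi, with bars for the exact 95% interval, which covers counting error only. The share with pro-remodeling FAPs rises from 22.7% to 72.3%, and the share with patrolling monocytes is 37.6% at 2 dpi and 13.8% at 7 dpi.

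A pair shares more spots when either type becomes more widespread, so the shared spots were divided by the number expected from the spot counts of the 2 types. For pro-remodeling FAPs this ratio was 1.38 at 2 dpi, 1.20 at 5 dpi and 1.09 at 7 dpi. For patrolling monocytes it was 1.52, 1.23 and 1.14, for Cx3cr1-lo M2 macrophages 1.43, 1.23 and 1.13, and for Cx3cr1-hi M2 macrophages 1.47, 1.23 and 1.14. The ratio is bounded, since it cannot exceed the number of spots over the number with fusing myocytes. All 102 spots with patrolling monocytes at 5 dpi also held fusing myocytes, as did 133 of 134 at 7 dpi. The same held for all 151 spots with Cx3cr1-lo and all 236 with Cx3cr1-hi M2 macrophages at 5 dpi. At 7 dpi it held for 193 of 196 and 379 of 382. The bound was 1.23 at 5 dpi and 1.14 at 7 dpi, and pro-remodeling FAPs lay close below it. The ratios of these partners thus stood at or near their upper bound in both sections. Their fall from 2 dpi is not read as a weaker association. A minimum of 0.05 moved the ratio most, for Cx3cr1-lo M2 macrophages at 2 dpi, to 0.680 in place of 1.43. Capillary endothelial cells had ratios of 1.04, 0.852 and 0.774. At 2 dpi the ratio became 1.42 with a minimum of 0.02 and 0.776 with at most 5 types. It became 0.558 at 5 dpi in spots with 5000 to 10000 UMIs and 0.483 at 7 dpi with at most 5 types.

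The association was also measured without a minimum, as Spearman's rho between theta values over the spots of a section. Spots of a section are neighbors, and rho describes these sections only. A total of 18 correlations with fusing myocytes were computed, 6 partners in 3 sections. With pro-remodeling FAPs rho was 0.53 at 2 dpi, 0.80 at 5 dpi and 0.76 at 7 dpi. With Cx3cr1-hi M2 macrophages it was 0.56, 0.83 and 0.76, with Cx3cr1-lo M2 macrophages 0.56, 0.72 and 0.46, and with patrolling monocytes 0.61, 0.65 and 0.47. With type IIb myonuclei it was -0.74, -0.74 and -0.62. With capillary endothelial cells it was 0.30, -0.12 and -0.16, and both negative values became positive, at 0.068 and 0.063, in spots with 5000 to 10000 UMIs.

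These correlations share a denominator in which myonuclei take the largest part. When theta was rescaled to sum to 1 without the 2 myonuclei types, the correlation of fusing myocytes with patrolling monocytes became -0.078, -0.23 and -0.15 at 2, 5 and 7 dpi, and that with Cx3cr1-lo M2 macrophages became -0.15, -0.11 and -0.19. The correlation with pro-remodeling FAPs was -0.10 at 2 dpi but stayed positive at 5 dpi (0.41) and 7 dpi (0.36). Cx3cr1-hi M2 macrophages gave -0.19, 0.25 and 0.37. Rescaling by itself pushes correlations below 0, and the level it gives for unrelated types was found by shuffling each type over the spots 100 times. Its mean at 7 dpi was -0.35 for pro-remodeling FAPs, -0.18 for Cx3cr1-hi M2 macrophages, -0.17 for patrolling monocytes and -0.17 for Cx3cr1-lo M2 macrophages. The rescaled rho of Cx3cr1-lo M2 macrophages at 5 dpi (-0.108) and of patrolling monocytes at 2 dpi (-0.078) lay above their shuffled ranges (-0.296 to -0.135 and -0.281 to -0.129). At 2 dpi both M2 subsets lay below theirs.

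**Figure D3:**
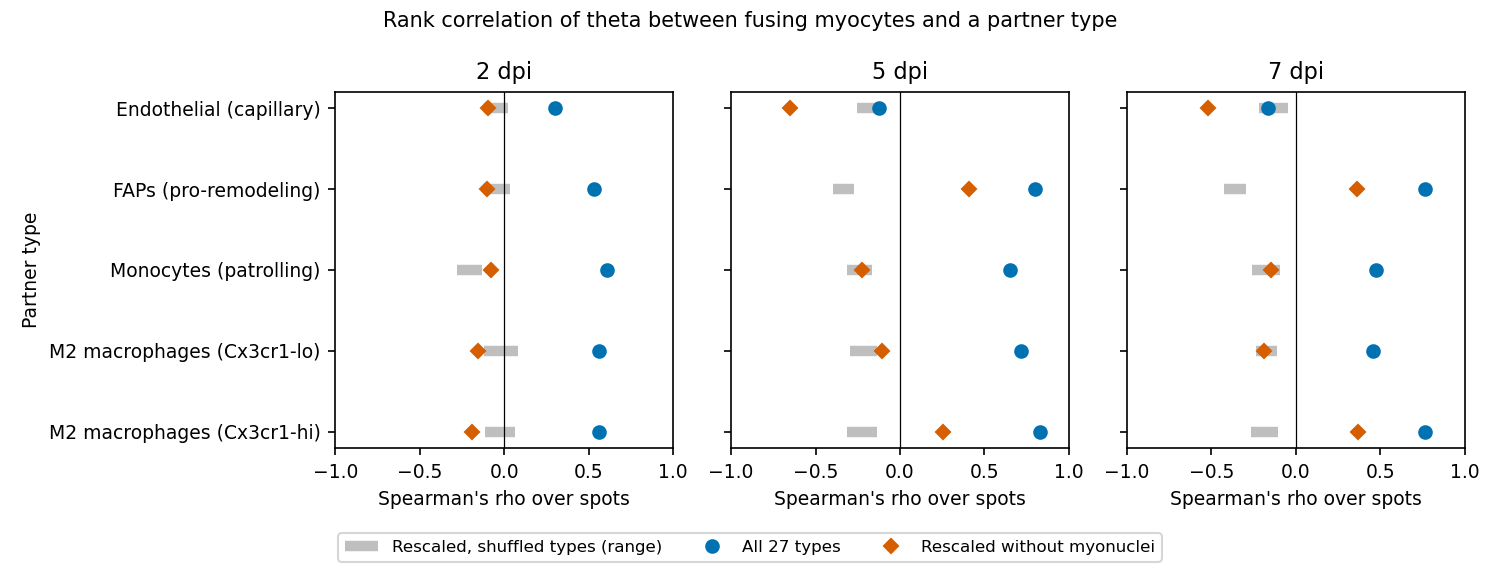
Spearman's rho over spots (linear axis from -1 to 1) between the theta of fusing myocytes and of 5 partner types at 2, 5 and 7 dpi, from all 27 types (circles) and after rescaling without myonuclei (diamonds), with grey bars for the range over 100 shuffles of the rescaled values. At 7 dpi the diamonds of pro-remodeling FAPs (0.36) and Cx3cr1-hi M2 macrophages (0.37) lie above the grey bars, and those of patrolling monocytes and Cx3cr1-lo M2 macrophages lie within them.

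The same 6 partners were paired with quiescent MuSCs, activated MuSCs and committed myoblasts, which made 18 further pairs. Of these, 13 shared a smaller part of the spots at 7 dpi than at 2 dpi and 5 a larger one. Without the limit of 10 types all 18 were smaller, and with a minimum of 0.05 there were 10 smaller and 0 larger. Leaving out type IIb myonuclei, the rank correlations at 2 dpi ranged from 0.32 to 0.65 for quiescent MuSCs, from 0.38 to 0.77 for activated MuSCs and from 0.38 to 0.74 for committed myoblasts. At 5 dpi they ranged, in the same order of types, from -0.094 to 0.25, from 0.039 to 0.53 and from 0.022 to 0.35. At 7 dpi they ranged from -0.24 to 0.21, from -0.14 to 0.25 and from -0.29 to 0.19. Rescaled, partial and window correlations were computed for fusing myocytes only. The number of types in a spot followed its depth most at 2 dpi (rho -0.51, against -0.074 at 5 dpi and -0.21 at 7 dpi). The lower values after 2 dpi are therefore not read as a lost association.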

Values the study reported

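The study gave the diameter of a Visium spot as 55 µm. Its methods describe a deconvolution reference of 25 cell types over 1,069 genes. For co-occurrence it tallied up to 10 cell types per spot and left out those with a theta under 0.01, or 1% of transcripts.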

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

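The tests of an even spread of hemoglobin and of shallow neural spots were chosen before their results were seen, and the comparisons with endothelial types and among spots under 3000 UMIs were added afterwards.

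Hemoglobin transcripts, which the comparisons above do not use, were present beyond the limit that a count of 0 allows in each section. They made up 0.0276% of all UMIs at 2 dpi (1578 UMIs), 0.125% at 5 dpi (13505 UMIs) and 0.128% at 7 dpi (18807 UMIs). No hemoglobin UMI was found in 624 of 859 spots at 2 dpi, 135 of 933 at 5 dpi and 81 of 966 at 7 dpi. Free hemoglobin RNA spread evenly over the section was tested as the source. The 96 spots with the most hemoglobin UMIs at 7 dpi held 70.4% of them, which an even spread of free RNA would not give. Local blood or vessels remain open, as does a different amount of blood left in each muscle at collection. Rank correlations of the hemoglobin percent with the theta of artery, capillary and vein endothelial cells were 0.26, 0.19 and 0.25 at 7 dpi, 0.093, 0.11 and 0.13 at 5 dpi, where the hemoglobin share was similar, and 0.016, 0.076 and 0.060 at 2 dpi. A difference in injury stage is untested, since the stage, the animal and the capture area coincide.

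At 7 dpi 18 spots had a neural theta of at least 0.25, against 2 at 5 dpi and 0 of 859 at 2 dpi. Such spots were singled out because neural cells enter none of the comparisons above. Shallow spots with an unstable estimate were tested as the explanation. The median UMI count of the 18 spots was 1877, below the 7956 UMIs that bound the lowest of 5 equal groups of spots in that section, so they were shallow as this explanation requires. Such spots made up a smaller part of the shallow spots in the other sections. Of spots under 3000 UMIs, 17 of 60 at 7 dpi had a neural theta of at least 0.25, or 28.3% (17.5 to 41.4%), against 2 of 76 at 5 dpi, or 2.63% (0.320 to 9.18%), and 0 of 183 at 2 dpi, with an exact upper limit of 1.996%. The 18 spots had a median mitochondrial percentage of 9.76%, against 16.7% in the other spots under 3000 UMIs of that section, and a median of 1030.5 genes against 892. A nerve or another region poor in myofibers that has little RNA would also be shallow, and stays open. The weight of these spots was large, since the mean neural theta at 7 dpi was 0.0128 over spots and 0.00328 when weighted by UMI count.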

How the results depend on the processing

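The restriction to spots with at least 3000 UMIs or with 5000 to 10000 UMIs, the pooling of related types and the limit of 10 types for the share of spots were chosen after seeing the data. No paired analysis was possible because there was 1 section per time point. Where a value moved, the cause was not tested unless it is given.

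The higher mean theta of fusing myocytes at 7 dpi than at 2 dpi kept its direction under every alternative run, with ratios from 3.43 to 5.92, as did that of pro-remodeling FAPs (2.36 to 4.92) and the lower mean of patrolling monocytes (0.0814 to 0.459). Their shares of spots kept their direction too, at 1.496 to 3.57, 1.87 to 10.2 and 0.0207 to 0.387. Shared spots of fusing myocytes with pro-remodeling FAPs (2.04 to 24.2) and with patrolling monocytes (0.0724 to 0.421) likewise kept theirs. The partial rank correlations of fusing myocytes given the UMI count all stayed within 0.1 of the values above. Expected counts within 5 groups of spots by UMI count moved no ratio of observed to expected. The minimum of 1000 UMIs removed no spot and says nothing.

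All ratios that follow are 7 dpi over 2 dpi unless said otherwise. For mean theta, the median over spots gave 5.92 for fusing myocytes, 0.459 for patrolling monocytes and 1.08 for Cx3cr1-hi M2 macrophages, whose 5 dpi over 2 dpi ratio reversed to 0.534. Weighting by UMI count gave 2.64 for Cx3cr1-hi and 0.768 for Cx3cr1-lo M2 macrophages. Rescaling without myonuclei gave 2.98 for pro-remodeling FAPs, 0.136 for patrolling monocytes and 1.24 for Cx3cr1-hi M2 macrophages, and reversed committed myoblasts to 1.16 and Cx3cr1-hi M2 macrophages at 5 dpi over 2 dpi to 0.975. Pooling gave 2.36 for all FAPs, 0.326 for all monocytes and macrophages, and 1.08 for both M2 subsets, which is the reverse of the Cx3cr1-lo subset alone. At 5 dpi over 2 dpi pooling gave both M2 subsets 0.838, the reverse of the Cx3cr1-hi subset alone. Spots with 5000 to 10000 UMIs reversed the latter subset to 0.956.

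For the share of spots, a minimum of 0.02 gave 1.85 for fusing myocytes, 2.99 for pro-remodeling FAPs, 0.117 for patrolling monocytes, 2.38 for Cx3cr1-hi and 0.388 for Cx3cr1-lo M2 macrophages. A minimum of 0.05 gave 3.57, 10.2, 0.0207 and 5.50 for the first 4 of these. At least 3000 UMIs gave 1.65 for fusing myocytes, 2.12 for pro-remodeling FAPs, 1.69 for Cx3cr1-hi and 0.643 for Cx3cr1-lo M2 macrophages, and spots with 5000 to 10000 UMIs gave 1.84, 2.39 and 1.66 for the first 3. The limit of 10 types gave 1.64, 2.47 and 1.78 for the same 3. The 5 dpi over 2 dpi ratio of Cx3cr1-hi M2 macrophages reversed to 1.52 with a minimum of 0.02, 4.26 with 0.05, 1.04 with at least 3000 UMIs and 1.14 with the limit of 10 types. Committed myoblasts reversed to 1.09 with at least 3000 UMIs, 1.20 in spots with 5000 to 10000 UMIs and 1.24 with the limit of 10 types, and activated MuSCs reversed to 1.34 in spots with 5000 to 10000 UMIs.

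For spots shared with fusing myocytes, a minimum of 0.02 gave 4.35 for pro-remodeling FAPs, 0.167 for patrolling monocytes and 4.39 for Cx3cr1-hi M2 macrophages. A minimum of 0.05 gave 24.2 for pro-remodeling FAPs and 0.0724 for patrolling monocytes, and reversed Cx3cr1-lo M2 macrophages to 2.67. At most 5 types gave 7.66, 0.202 and 10.7 for pro-remodeling FAPs, patrolling monocytes and Cx3cr1-hi M2 macrophages, and reversed the Cx3cr1-lo subset to 1.33. No limit on types gave 2.04 for pro-remodeling FAPs, 1.29 for Cx3cr1-hi and 0.576 for Cx3cr1-lo M2 macrophages, and reversed Cx3cr1-hi at 5 dpi over 2 dpi to 0.835. For Cx3cr1-hi M2 macrophages, at least 3000 UMIs gave 2.97 and 5000 to 10000 UMIs gave 3.10. The ratio for capillary endothelial cells, 0.870 above, became 0.415 with a minimum of 0.02 and 0.388 with no limit on types. With a minimum of 0.05, pairs held by 3 spots or fewer in a section gave no ratio.

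For observed over expected, pro-remodeling FAPs had 1.60, 1.33 and 1.20 at 2, 5 and 7 dpi with a minimum of 0.02, 2.23, 1.67 and 1.48 with 0.05, and 1.70, 1.29 and 1.04 in spots with 5000 to 10000 UMIs. Patrolling monocytes at 2 dpi had 1.67 with a minimum of 0.02, 1.68 with at least 3000 UMIs and 1.72 with 5000 to 10000 UMIs. Cx3cr1-hi M2 macrophages at 5 and 7 dpi had 1.38 and 1.26 with a minimum of 0.02 and 1.66 and 1.56 with 0.05. At 2 dpi the ratio crossed 1 for Cx3cr1-lo M2 macrophages with a minimum of 0.05 (0.680), and with at most 5 types for the Cx3cr1-lo subset (0.987), the Cx3cr1-hi subset (0.960) and capillary endothelial cells (0.776).

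Pearson's r with fusing myocytes was 0.25 at 2 dpi and 0.68 at 5 dpi for pro-remodeling FAPs. At 2, 5 and 7 dpi it was 0.19, 0.31 and 0.31 for patrolling monocytes, 0.12, 0.50 and 0.16 for Cx3cr1-lo and 0.061, 0.56 and 0.59 for Cx3cr1-hi M2 macrophages. Rescaling without myonuclei, which removes the largest shared part of the denominator, gave -0.10, 0.41 and 0.36 for pro-remodeling FAPs, -0.078, -0.23 and -0.15 for patrolling monocytes, -0.15, -0.11 and -0.19 for Cx3cr1-lo and -0.19, 0.25 and 0.37 for Cx3cr1-hi M2 macrophages, and -0.097 for capillary endothelial cells at 2 dpi. In spots with 5000 to 10000 UMIs Cx3cr1-lo M2 macrophages had 0.66 at 2 dpi and 0.57 at 7 dpi, and capillary endothelial cells reversed to 0.068 at 5 dpi and 0.063 at 7 dpi.

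The count of 13 of the 18 other pairs with a smaller share of spots at 7 dpi than at 2 dpi ranged from 10 to 18 over the alternatives. The 10 came with a minimum of 0.05, where 0 pairs were larger, and the count of larger pairs otherwise ranged from 0 to 6. The median depth ratio of 2.62 became 2.29 with means. The order of the shares of activated MuSCs and of committed myoblasts reversed among spots of similar depth, so depth is a candidate explanation only. The order for committed myoblasts also reversed with the limit of 10 types (1.24), which leaves out no spot by depth. Not run were the removal of spots on the tissue edge and the spatial autocorrelation with its alternatives, because positions and barcodes were not paired, and the initial theta estimates, because 1 set of theta values was read.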

Other observations

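The test of activated MuSCs and both tests of rescaled correlations in this part were chosen after the results were seen. The window of 5000 to 10000 UMIs was chosen after the depths of the sections were seen and before the values tested in it, except for activated MuSCs.

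The lower depth at 2 dpi was weighed as an explanation for the changes in mean theta of patrolling monocytes, fusing myocytes and pro-remodeling FAPs, by restricting every section to spots with 5000 to 10000 UMIs. The mean theta of patrolling monocytes at 2 dpi was then 11.3 times that at 7 dpi, against 12.3 times over all spots. The mean at 7 dpi over that at 2 dpi was 3.65 for fusing myocytes and 3.59 for pro-remodeling FAPs, against 4.06 and 4.05. Depth as the whole cause would have brought these ratios near 1, provided that the window held like tissue in each section. The window ended near the upper quartile of depth at 2 dpi (9265 UMIs) and the lower quartile at 7 dpi (9254 UMIs). Theta followed depth within sections (rho -0.45 for patrolling monocytes at 2 dpi, 0.23 for fusing myocytes at 7 dpi). The window may therefore compare unlike tissue. The 7 dpi over 2 dpi ratio of M1 macrophages, for which no such test was set, moved from 0.301 to 0.490 in the same spots. What stays open is the injury stage, the animal, the capture area and the part of each section that lay in the injury, which coincide here.

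Low theta values followed the depth. Across the sections the weakest rank correlation between the UMI count of a spot and its lowest theta was -0.748, so the values of absent or rare types are consistent with a floor set by depth. The summed mean theta of B cells, NK cells, T cells and neutrophils at 2 dpi was 2.17 times that at 7 dpi over all spots and 1.43 times in spots with 5000 to 10000 UMIs. The second value lay between the levels set for and against depth as the cause. A depth effect and a true excess at 2 dpi over 7 dpi therefore cannot be told apart for these 4 types. Against 5 dpi, for which no test was set, the ratios were 2.21 over all spots and 1.86 in the window. The share of spots with activated MuSCs reversed to a ratio of 1.34 at 7 dpi over 2 dpi in the same window. Because this value had been seen before it was weighed, depth remains a candidate explanation only, and the mean theta of activated MuSCs in the window was still higher at 2 dpi (0.0108) than at 7 dpi (0.00971).

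A change in co-occurrence may reflect how widespread a type is and not where it lies. The observed over expected ratio at 7 dpi over that at 2 dpi was 0.748 for fusing myocytes with patrolling monocytes and 0.774 with Cx3cr1-hi M2 macrophages. The measure was at or near its upper bound at 7 dpi, so this test was void. For Cx3cr1-hi M2 macrophages a change in abundance and a change in association cannot be told apart from spot counts. Patrolling monocytes were counted in 46.6% of spots at 2 dpi and 13.9% at 7 dpi. Of those spots, 323 of 400 also held fusing myocytes at 2 dpi and 133 of 134 at 7 dpi. The share with both types cannot exceed the share with patrolling monocytes, so it could not pass 13.9% at 7 dpi whatever the association. Fusing myocytes spread from 53.2% of spots at 2 dpi to 87.4% at 7 dpi. The higher part of monocyte spots that held them is therefore no measure of association. Whether the association of the 2 types changed cannot be told at the bound.

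The study described fusing myocytes as sharing spots more often with both M2 subsets over the time course. Under its counting rule the Cx3cr1-hi subset followed that direction here, and over all spots the Cx3cr1-lo subset did not. The shared spots with the Cx3cr1-lo subset were 26.2% at 2 dpi and 19.98% at 7 dpi, and the ratio of 0.763 rose to 1.33 when at most 5 types were counted. In spots with 5000 to 10000 UMIs the shares were 19.02% and 17.8%, a ratio of 0.936. In spots with at least 3000 UMIs the ratio was 0.956. Both counted as unmoved from 0.763, so a dependence on depth was not shown. A minimum of 0.02 kept the fall (0.614), as did no limit on types (0.576), and a minimum of 0.05 reversed it (2.67). No clear direction from 2 to 7 dpi is therefore read from the share of all spots. That share was lower at 5 dpi than at 2 dpi in every setting where that ratio was formed (0.334 to 0.728). Of the spots with fusing myocytes, 49.2% also held the Cx3cr1-lo subset at 2 dpi, 19.97% at 5 dpi and 22.9% at 7 dpi. For the Cx3cr1-hi subset these conditional shares were 32.6%, 31.2% and 44.9%. Conditional shares were not run under the other settings. At 2 dpi 325 spots held over 10 types above the minimum, against 89 at 5 dpi and 103 at 7 dpi, so the limit acts most on the shallowest section. Which measure the study plotted was not settled here.

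The positive correlations of fusing myocytes with immune and stromal types may come from a shared loss of myonuclear transcripts in injured spots. This was weighed by rescaling theta without myonuclei and setting rho against the mean of 100 shuffles, which also removes any spatial grouping among the remaining types. For patrolling monocytes at 7 dpi the rescaled rho exceeded that mean by 0.022, and for Cx3cr1-lo M2 macrophages it lay below it, so for these 2 partners at 7 dpi an association beyond the shared loss was not detectable. The other sections did not all give the same picture. The rescaled rho lay above the range of the shuffles for patrolling monocytes at 2 dpi (-0.078 against -0.281 to -0.129) and for Cx3cr1-lo M2 macrophages at 5 dpi (-0.108 against -0.296 to -0.135). At 2 dpi it lay below the range for the Cx3cr1-lo subset (-0.154 against a lowest value of -0.121) and the Cx3cr1-hi subset (-0.189 against -0.111). For patrolling monocytes and Cx3cr1-lo M2 macrophages the matter stays open. For pro-remodeling FAPs and Cx3cr1-hi M2 macrophages the rescaled rho lay above the range of the shuffles at 5 and 7 dpi. Of these 2 partners, the lower excess over the mean of the shuffles at 7 dpi was 0.55, for Cx3cr1-hi M2 macrophages. The shuffles also break any contrast between injured and spared spots. Exceeding them therefore cannot exclude shared loss as the whole cause. A hypothesis is that fusing myocytes, pro-remodeling FAPs and Cx3cr1-hi M2 macrophages occupy the same regenerating regions at these stages. An error shared by the 3 estimates, such as marker genes in common, was not tested.

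Capillary endothelial cells went below the shuffled range after rescaling at 5 and 7 dpi but not at 2 dpi, where their rho of -0.097 lay within it (-0.120 to 0.020). Their rho with fusing myocytes was -0.65 at 5 dpi and -0.52 at 7 dpi, below the shuffled ranges of -0.25 to -0.12 and -0.22 to -0.045. Their mean theta was 0.00467 and 0.00480, and no explanation was tested.

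Marked array positions and barcodes were compared between sections. The 2 and 7 dpi sections shared 831 marked positions and 739 barcodes, the 2 and 5 dpi sections 680 and 568, and the 5 and 7 dpi sections 646 and 593.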
